A study of Drosophila melanogaster with 16 samples.

How the data were processed

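Polyadenylated RNA from whole embryos of Drosophila melanogaster was measured in 16 libraries. Per the labels' protocols, embryos were dechorionated in bleach, total RNA was extracted, polyadenylated RNA was selected with oligo(dT) in repeated rounds, and the fragmented RNA was reverse transcribed and made into Illumina libraries. The labels put 5 libraries in wild type aged 14 to 17 h, 4 in the Lola-I mutant ORC4 at that age, 4 in the transheterozygous Lola-I mutant ORE50/ORC4 at that age, and 3 in wild type aged 2 to 4 h. Each replicate number is the one in the sample title. The titles of the older wild type run 1, 2, 3, 5 and 6, while another label of the same libraries counts the last of these as 4 and 5; the title numbers are used throughout.

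The authors deposited 1 table per library with a length, an effective length, an estimated count and a TPM value (an abundance corrected for both length and depth) for each of 17753 genes. Per the file headers, the estimated counts are what a quantification program assigned to each gene, so they need not be whole: between 19.3% and 22.0% of the values in a library were fractional. The deposited TPM values are relative to the sum over all genes of a library, per the file headers. The labels and headers used here name no program, version, genome build, annotation or strandedness, so none of these is assumed.

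The gene identifiers were matched to the Ensembl annotation of the BDGP6 assembly, which gave a symbol and a position for 17625 of the 17753 genes (99.3%). The listed length equalled the whole genomic span of the gene, introns included, for 99.3% of the matched genes, and for 99.3% of the 12564 with introns. It equalled the exonic length for 0.0% of those with introns. The values were therefore read as estimates over gene spans. Such spans overlap the span of another gene for 8396 genes (47.6%), and a read in an overlap can be assigned to either gene. A gene with overlaps is treated as uncertain below, as is an antisense gene or a member of a family of near-identical copies. Coordinates are 1-based and from that annotation.

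The totals of estimated counts ran from 9025882 to 32521626 per library. A gene not detected can be excluded only down to 3 counts, which is 0.0922 CPM in the deepest library and 0.332 CPM in the shallowest; these floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries within a group matched within sampling noise, with a chi-square per degree of freedom between 5.45 and 118 over genes. Every library was counted as its own replicate. The test cannot tell separate embryo collections from repeated preparations of the same RNA, so the independence of replicates rests on the labels.

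The estimated counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16, using its quasi-likelihood test, TMM scaling and the filterByExpr filter by group with a minimum of 10 counts. The 3 groups aged 14 to 17 h (13 libraries) were fitted together, since they share assay and age. The stages were compared in a separate fit of the 8 wild-type libraries. No covariate was used. A gene was called where the Benjamini-Hochberg adjusted p was under 0.05. Genes called in the same direction in both mutants against wild type were counted as shared. Their overlap with genes that rise or fall between the stages was tested with a two-sided Fisher exact test over genes tested in both fits. TPM values are given as mean ± SD over replicates.

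The genes named were chosen by a rule fixed before the data were examined. The lola gene was always reported. The 6 genes lower and the 6 higher in both mutants with the greatest smaller absolute log2 fold change were taken, with 3 in each direction for each comparison at 14 to 17 h and 4 in each direction for the stages. All had to pass the adjusted p, have a mean of at least 100 estimated counts in the higher group, and have every library of one group above every library of the other in CPM, counts scaled to the library total. Because many of these genes overlap another gene, the rule was applied again to genes that overlap none; that list was chosen after the values were seen. Where all libraries of a group held at most 3 counts of a gene, its fold is given as a lower bound computed from that floor and the mean of the other group. Such a bound does not cover the spread among the libraries of the other group.

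The groups share replicate numbers in the labels, through the sample titles, and the labels do not say that equal numbers are pairs. Whether same-numbered libraries deviated together from their group means was checked by correlation across genes, and a fit with the replicate number as a block was made beside the one without it.

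The alternatives tried before the data were examined were RLE scaling, DESeq2 1.42.0, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), no filter, a filter at a mean of 10 counts, an adjusted p under 0.01, a 2-fold minimum, other sets of libraries in the fit, the replicate block, disjoint wild-type libraries, and leaving out each replicate in turn. Alternatives chosen after seeing the data were genes that overlap no other gene, nuclear genes alone, counts thinned to the smallest total, a covariate for sequencing depth class, and the libraries of the block fit without the block. The tests were run on simulated counts drawn from the observed means and library sizes with 200 changed genes. edgeR recovered 98.0%, 98.5% and 99.0% of them with the right sign in the ORC4, ORE50/ORC4 and stage designs, with 16, 6 and 11 false calls among 11360, 11344 and 11499 genes. DESeq2 recovered 97.5%, 97.5% and 98.0% with 26, 29 and 24 false calls. False calls made up 7.55%, 2.96% and 5.26% of the edgeR calls and 11.8%, 12.9% and 10.9% of the DESeq2 calls. The simulation gave all genes the same spread and changed far fewer genes than were called in the data. These error rates therefore need not hold for the data. Annotation was joined in Python 3.11.15 with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.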

Results

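Polyadenylated RNA was profiled in whole Drosophila melanogaster embryos of 3 genotypes. The wild type was OregonR, a standard laboratory strain, sampled at 14 to 17 h (n = 5) and at 2 to 4 h (n = 3). The mutant genotypes were ORC4 (n = 4) and ORE50/ORC4, an embryo carrying a different mutant allele on each homologue (n = 4), both at 14 to 17 h. Both are described in the labels as mutants of Lola-I, an isoform encoded by the gene lola, whose protein products are zinc-finger transcription factors. The series title presents Lola-I as a factor that opens promoters and sets up pausing of RNA polymerase II during development. The design therefore asks which transcripts change when Lola-I is mutated, whether both genotypes change the same ones, and how those genes behave between the early and the late stage.

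Depth differed between libraries and did not follow the genotypes alone. Wild-type replicates 1, 2 and 3 at 14 to 17 h held 28717036, 28885871 and 32521626 estimated counts, whereas replicates 5 and 6 held 10388386 and 10202584. The ORC4 libraries held 27298377 to 28832013 and the ORE50/ORC4 libraries 9025882 to 13226262. The early libraries held 30897611, 14472809 and 31783930. Each library at 14 to 17 h had at least 10 estimated counts for 10165 to 11261 genes. Mitochondrial genes took 7.59% ± 1.16 (SD, n = 5) of the counts in late wild type, 7.69% ± 0.539 (SD, n = 4) in ORC4, 9.92% ± 1.16 (SD, n = 4) in ORE50/ORC4 and 8.41% ± 1.47 (SD, n = 3) in early wild type. All ORC4 libraries were deep and all ORE50/ORC4 libraries shallow, so depth class and genotype coincide in a direct comparison of the mutants. With all libraries thinned to the smallest total, 3841 genes still differed between the mutants, against 4263 without thinning. Unequal totals alone therefore do not account for the number of calls. Other differences between the depth classes cannot be told apart from genotype there. Late wild type had libraries of both depths, so each mutant could also be compared within its own depth.

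The 13 libraries at 14 to 17 h separated by genotype. The first principal component of log2 CPM (counts scaled to the library total) held 54.5% of the variance and the second 18.4%, and no library lay among those of another genotype on these axes.

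**Figure D1:**
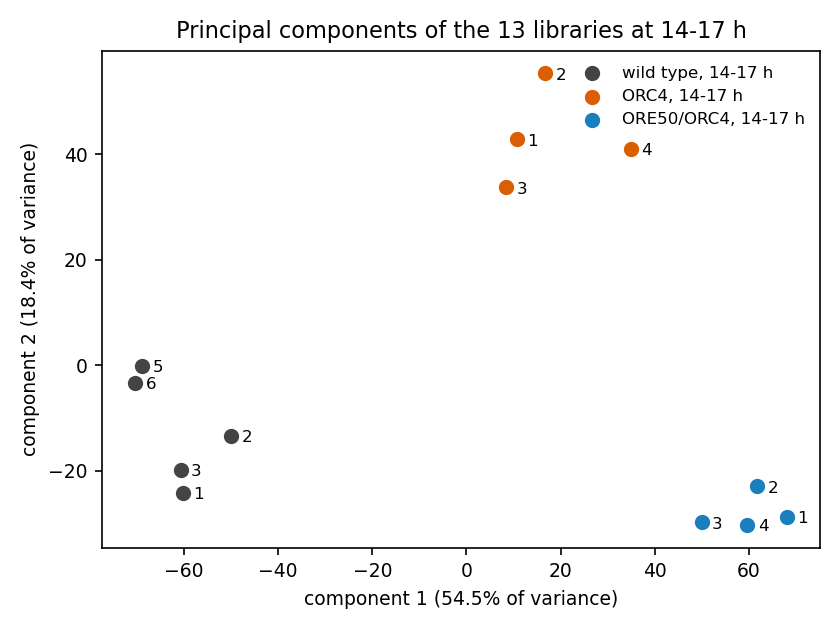
Principal components of log2 CPM of the 13 libraries at 14 to 17 h; each point is a library, coloured by genotype and marked with its replicate number. Component 1 (54.5% of the variance, x axis) orders wild type, ORC4 and ORE50/ORC4, and component 2 (18.4%, y axis) sets ORC4 apart from the other genotypes.

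The mutated gene was examined first. The lola gene (FBgn0283521) lies on the minus strand of 2R from 10481894 to 10543291 in BDGP6. Its listed length of 61398 bases is the whole gene span, of which 24895 bases are exonic. All isoforms share a single value per library, so Lola-I transcripts were not measured apart from the others, and 6 other annotated genes overlap the span. In late wild type, lola was at 39.0, 42.7, 36.7, 47.0 and 45.5 TPM in replicates 1, 2, 3, 5 and 6. ORC4 replicates 1 to 4 had 44.8, 61.3, 39.2 and 53.7 TPM. ORE50/ORC4 replicates 1 to 4 had 28.6, 36.8, 26.1 and 28.3 TPM. Early wild type had 101, 99.9 and 105 TPM. The means were 42.2 ± 4.30 TPM (SD, n = 5) in late wild type, 49.7 ± 9.75 (SD, n = 4) in ORC4, 29.9 ± 4.69 (SD, n = 4) in ORE50/ORC4 and 102 ± 2.48 (SD, n = 3) in early wild type.

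The ORC4 value did not differ from wild type beyond the replicate spread, with a log2 fold change of 0.17 (SE 0.12, edgeR adjusted p = 0.310). Against wild-type replicates 1, 2 and 3, the libraries of its own depth, the value was 0.29 (edgeR adjusted p = 0.119). Against wild-type replicates 5 and 6 alone the sign changed, to -0.0027 (edgeR adjusted p = 0.993). In ORE50/ORC4 lola was lower, with a log2 fold change of -0.42 (SE 0.12, edgeR adjusted p = 0.0117). Within its own depth, against wild-type replicates 5 and 6, the value was -0.59 (edgeR adjusted p = 0.00634). Against replicates 1, 2 and 3 it was -0.30 and the call was lost (edgeR adjusted p = 0.0822). With the replicate number as a block, which keeps only shared numbers, the changes were 0.26 for ORC4 (edgeR adjusted p = 0.103) and -0.28 for ORE50/ORC4 (edgeR adjusted p = 0.0602). The same libraries without the block gave 0.28 and -0.28 (edgeR adjusted p = 0.217 and 0.172).

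ORC4 was compared with wild type to find transcripts that change in this mutant. Of 11431 genes tested, 1966 were lower and 1768 higher (edgeR quasi-likelihood test, adjusted p under 0.05), 32.7% in all. At least a 2-fold change was seen in 752 of the lower and 411 of the higher genes. Over all genes tested, called or not, every ORC4 library lay below every wild-type library for 1884 genes and above for 1361. Chance alone would separate 1.59% of the genes tested, counting either direction. Genes are not independent, so that rate is a guide and not a test. The biological coefficient of variation of the fit was 0.185. The 2-fold minimum moved these counts most. Within the deeper libraries, against wild-type replicates 1, 2 and 3, 1707 genes were lower and 1786 higher. Same-numbered wild-type and ORC4 libraries deviated together weakly (mean r = 0.165 across genes). Deviations from a mean cancel over the libraries that form it. The mean r of other pairs (-0.0813) thus largely follows from that of same-numbered pairs and is no separate comparison. With the replicate number as a block 1629 genes were lower and 1698 higher, and the same libraries without the block gave 1324 and 1362.

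The same question was asked of ORE50/ORC4, where 3087 genes were lower and 3083 higher, 54.0% of those tested. At least a 2-fold change was seen in 1325 of the lower and 600 of the higher genes. Over all genes tested, every ORE50/ORC4 library lay below every wild-type library for 2563 genes and above for 2467. The chance rate was again 1.59% of the genes tested, counting either direction. Within the shallower libraries, against wild-type replicates 5 and 6, 2841 genes were lower and 2738 higher. Same-numbered wild-type and ORE50/ORC4 libraries had a mean r of 0.143 across genes. The -0.0735 of other pairs again largely follows from that value. With the replicate number as a block 2758 genes were lower and 2353 higher, and the same libraries without the block gave 2343 and 2222.

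Both mutants shared 1418 lower and 1078 higher genes, where independent calls would share 531 and 477. Of the genes lower in ORC4, 72.1% were also lower in ORE50/ORC4. In opposite directions, 74 genes were lower in ORC4 and higher in ORE50/ORC4, and 204 higher in ORC4 and lower in ORE50/ORC4. The log2 fold changes of both mutants had the same sign for 82.1% of the genes called in ORC4. Across genes, which are not independent replicates, they correlated with Pearson's r = 0.758 and Spearman's rho = 0.533. Both comparisons use the same wild-type libraries and are not independent. With disjoint wild-type libraries, each mutant against those of its own depth, 939 genes were lower and 612 higher in both. With the replicate number as a block, 1158 were lower and 654 higher in both (mean r of same-numbered libraries 0.165 and 0.143), and the same libraries without it gave 942 and 536.

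**Figure D2:**
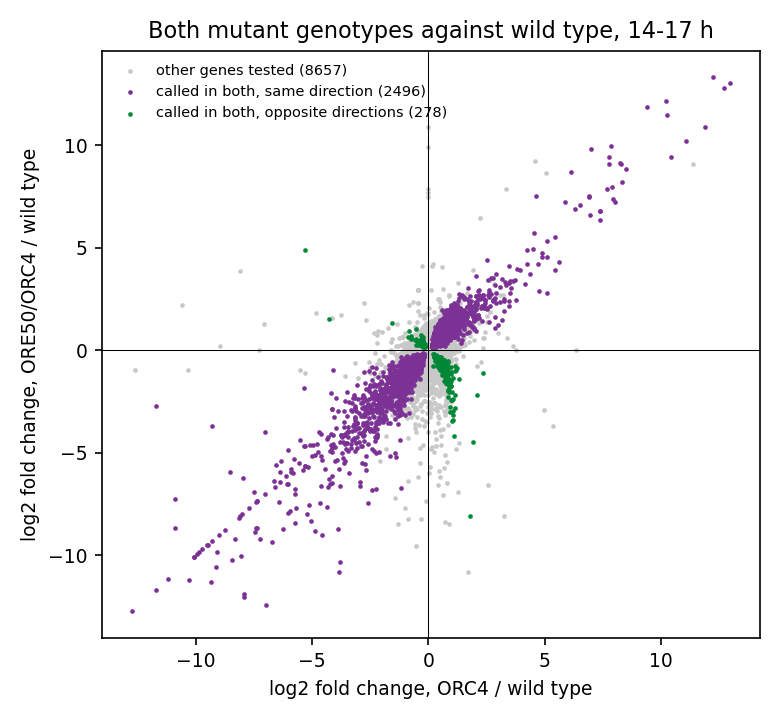
Log2 fold change of ORC4 against wild type (x axis) and of ORE50/ORC4 against wild type (y axis) for the 11431 genes tested; each point is a gene. Purple points are genes called in the same direction in both mutants (1418 lower, 1078 higher), green points are called in opposite directions (74 and 204), and grey points are the remaining genes.

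Among genes that overlap no other gene, those falling most in both mutants were Jon99Fi, Nplp4, retinin, Jon25Bii, CG3473 and Jon99Fii. Jon99Fi (FBgn0039778, 3R, 30488963 to 30489895) had 361 ± 193 TPM in late wild type (SD, n = 5), 0.276 ± 0.331 in ORC4 (SD, n = 4) and 0.136 ± 0.158 in ORE50/ORC4 (SD, n = 4). Its log2 fold change in ORC4 was -10.30 (SE 0.63, edgeR adjusted p = 6.74e-08), and it was at least 356-fold lower in ORE50/ORC4. Jon99Fi and Jon99Fii are neighbouring copies with fractional counts in 9 and 12 libraries, so the split between them is uncertain. Counts of Nplp4, retinin and CG3473 were whole in all libraries, and those of Jon25Bii were fractional in 1. Nplp4 (FBgn0040717, 2L, 2008414 to 2009072) had 73.5 ± 76.8 TPM in late wild type (SD, n = 5). It was at least 137-fold lower in ORC4 and at least 45.3-fold lower in ORE50/ORC4 (edgeR adjusted p = 0.000156 and 0.000228). These bounds use the wild-type mean, which leans on replicate 1 (208 TPM against 20.7 to 65.9 in the others), and would be smaller without it. The gene retinin (FBgn0040074, 3L, 16331933 to 16332789) had 146 ± 15.9 TPM in late wild type (SD, n = 5). It was at least 390-fold and at least 129-fold lower in ORC4 and ORE50/ORC4 (edgeR adjusted p = 4.35e-11 and 1.32e-10). Jon25Bii (FBgn0031654, 2L, 4952243 to 4953136) had 150 ± 64.5 TPM in late wild type (SD, n = 5) and was at least 423-fold and at least 140-fold lower. Its wild-type libraries ran from 81.4 to 254 TPM and those of Jon99Fi from 158 to 672 TPM. Bounds from the lower libraries would be smaller. CG3473 (FBgn0028913, 2L, 14563015 to 14563726) had 49.8 ± 6.46 TPM in late wild type (SD, n = 5) and 19.6 ± 3.47 in early wild type (SD, n = 3). It held 0 counts in all 4 ORC4 libraries and at most 1 count in those of ORE50/ORC4.

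In the opposite direction, the genes of this kind were polyph, mthl8, sordd2, Obp46a, CG12896 and CG42329. The gene polyph (FBgn0033572, 2R, 10903570 to 10905563) was listed at 0 counts in all 8 wild-type libraries of both ages. It had 37.9 ± 8.42 TPM in ORC4 and 71.5 ± 9.89 in ORE50/ORC4 (SD, n = 4 each), at least 101-fold and at least 205-fold higher than late wild type (edgeR adjusted p = 8.69e-09 and 3.97e-09). The gene mthl8 (FBgn0052475, 3L, 22428 to 26308) held at most 1 count in any wild-type library. It had 20.6 ± 2.19 TPM in ORC4 and 10.2 ± 0.814 in ORE50/ORC4 (SD, n = 4 each), at least 112-fold and at least 60.2-fold higher. Obp46a (FBgn0033508, 2R, 10311172 to 10312023) rose from 0.488 ± 0.417 TPM (SD, n = 5) by a log2 fold change of 6.31 in ORC4 and 6.87 in ORE50/ORC4 (SE 0.31 in each). CG12896 (FBgn0033521, 2R, 10426880 to 10427915) rose from 60.7 ± 27.6 TPM (SD, n = 5) to 1842 ± 237 in ORC4 and 1330.1 ± 531 in ORE50/ORC4 (SD, n = 4 each). It had fractional counts in 15 libraries, so reads shared with another gene limit its value. The remaining pair, sordd2 and CG42329, with fractional counts in 12 and 13 libraries, changed by log2 fold changes of 7.69 and 5.63 in ORC4 and 7.87 and 4.30 in ORE50/ORC4. The size of these folds depends on single late wild-type libraries. For sordd2, replicate 6 had 0.649 TPM against 0 to 0.235 in the others. For CG42329, replicate 2 had 1.77 TPM against 0.0645 to 0.269.

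**Figure D3:**
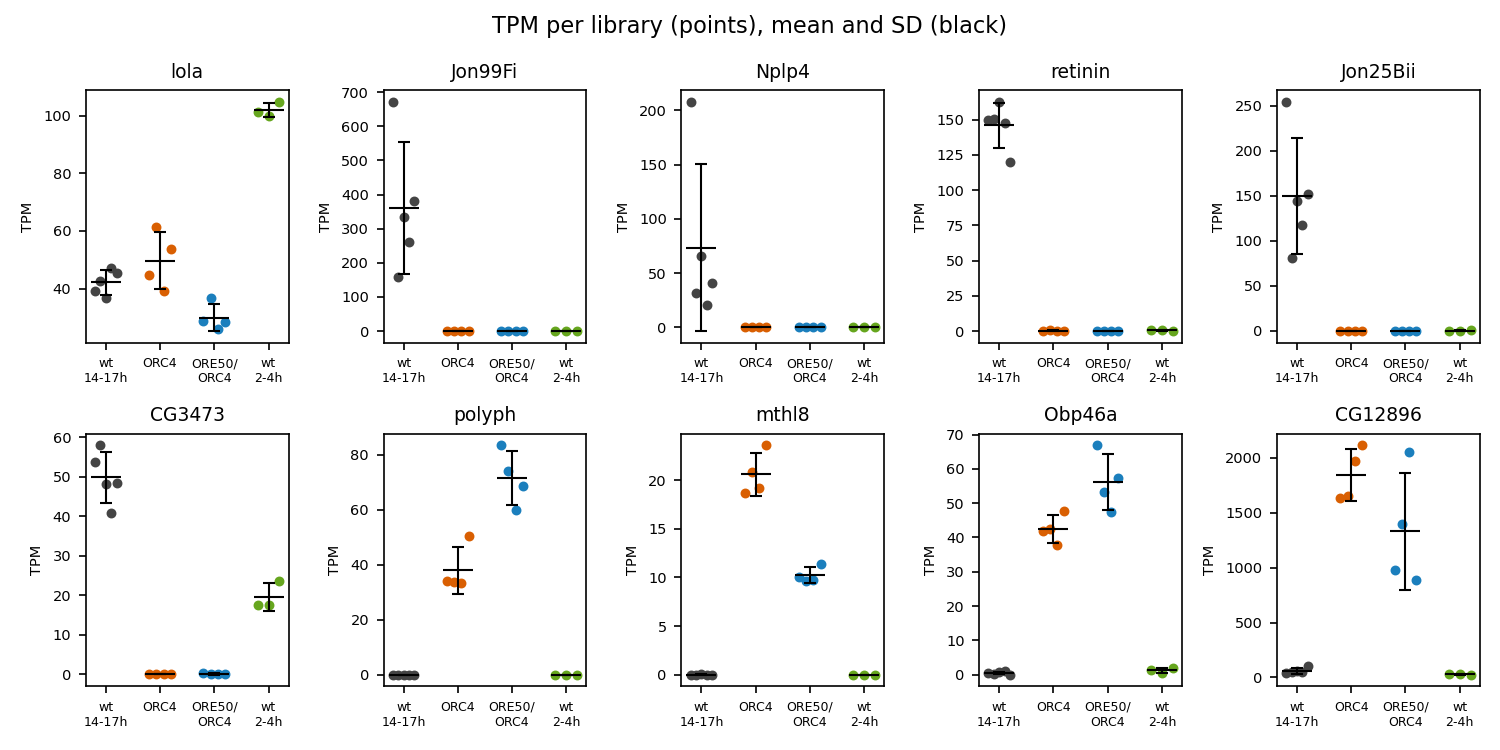
TPM (y axis) of lola and of 9 genes that overlap no other gene, by group (x axis); each point is a library, and black lines give the mean and the SD. Nplp4, retinin and Jon25Bii have at most 3 counts in every mutant library, and polyph and mthl8 at most 1 count in every wild-type library.

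The rule fixed beforehand also picked genes nested in, or overlapping, the span of another gene. Lower in both mutants were CG17029 (within the span of brm), Muc96D (Fur1), CG6295 (RYa-R), CR43361 (unc-13) and CG42656 (alpha-Est10), each listed at 0 in every mutant library. Higher in both were CG17786 (twin), p24-2 (Unc-115b), CG32266 (CG32264) and CG18853 (Prosalpha1R). For CG17029 the late wild-type mean was 40.3 CPM, and the sum with brm was 275 in late wild type, 287 in ORC4 and 99.4 in ORE50/ORC4. For CG17786 the sum with twin was 247 in late wild type, 170 in ORC4 and 183 in ORE50/ORC4. The reads of these genes cannot be assigned with certainty, and no fold is given for them. The rule picked asRNA:CR45995 and w from the ORC4 list, and CG6296 and LysD from the ORE50/ORC4 list, all lower and all overlapping another gene. CG6296 and LysD were also lower in ORC4 (log2 fold changes of -6.99 and -7.92, edgeR adjusted p = 1.58e-05 and 2.04e-06) and w in ORE50/ORC4 (-2.71, edgeR adjusted p = 1.97e-05), while asRNA:CR45995 was not called in ORE50/ORC4 (edgeR adjusted p = 0.346). The gene w (FBgn0003996, X, 2790599 to 2796466, overlapping kirre) had 7.88 ± 0.776 TPM in late wild type (SD, n = 5). It was listed at 0 in all 4 ORC4 libraries and had 0.568 to 1.77 TPM in ORE50/ORC4. Whether the low values of w come from the loss of Lola-I or from a difference between the stocks was not tested.

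The mutants were also compared with each other, to ask whether the genotypes differ. ORE50/ORC4 had 1992 lower and 2271 higher genes than ORC4 (edgeR, adjusted p under 0.05), 37.3% of those tested. At least a 2-fold change was seen in 797 of the lower and 184 of the higher genes. The excess of higher genes turned round with RLE scaling (2132 lower and 1936 higher), DESeq2 (2284 and 2122) and only these groups in the fit (1910 and 1605). It held with a filter at a mean of 10 counts (1985 and 2272), so its direction depends on the processing. Among the other alternatives, the test on TPM with limma on log2(TPM + 0.1) gave 2706 lower and 830 higher genes. Depth class and genotype coincide here. With the depth class as a covariate, estimated from the wild-type libraries of both depths, 1806 genes were lower and 1707 higher. The lola gene was lower in ORE50/ORC4 than in ORC4 by a log2 fold change of -0.59 (SE 0.13, edgeR adjusted p = 0.00360). Of the genes picked by rule, pre-lola-G, CG32512 and ntc were lower in ORE50/ORC4, and asRNA:CR31144, CG17027 and CR32011 higher. The gene pre-lola-G lies within the span of lola (2R, 10481894 to 10485252) and was listed at 0 in all 4 ORE50/ORC4 libraries, 9.33 to 49.5 TPM in ORC4 and 728 to 767 TPM in early wild type. Late wild type had 0 in replicates 1 and 3 and 15.1, 12.0 and 12.2 TPM in replicates 2, 5 and 6. A listed 0 is thus not particular to ORE50/ORC4. All of the genes picked by rule here but CR32011 overlap another gene, and CR32011 had fractional counts in 13 libraries. CR32011 (FBgn0052011, chromosome 4, 5829 to 11765) had 6.16 ± 2.83 TPM in late wild type (SD, n = 5), 0.0401 ± 0.0801 in ORC4 (SD, n = 4) and 2.85 to 8.75 TPM in the 4 libraries of ORE50/ORC4. Among genes without overlap, CG1503, CG44005 and CR42530 were lower. The same difference appeared between the depth classes within late wild type for asRNA:CR31144 and CR42530: asRNA:CR31144 was at 0 in replicates 1, 2 and 3 and at 145 and 118 TPM in replicates 5 and 6, and CR42530 at 2.36 to 2.71 TPM against 0 and 0.295. With the depth class as a covariate, asRNA:CR31144 (log2 fold change 0.73) and CR42530 (-3.03, edgeR adjusted p = 0.0755) were not called, so their difference between the mutants cannot be separated from depth class. CG17027 (10.89) was not called either, although it was at 0 in wild-type libraries of both depths. CG44005 (FBgn0264747, 3L, 18070300 to 18072123) had 21.9 ± 7.44 TPM in ORC4 (SD, n = 4) and was at least 46.5-fold lower in ORE50/ORC4 (edgeR adjusted p = 3.33e-05). Hsp70Bbb and Hsp70Bc, near-identical heat shock genes, were higher by log2 fold changes of 4.17 and 3.01 (edgeR adjusted p = 0.00210 and 0.0319). With the depth class as a covariate neither was called (3.42 and 2.96, edgeR adjusted p = 0.0622 and 0.206). Hsp70Bc was also not called with DESeq2 or with the replicate number as a block.

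Late and early wild type were compared to find the genes that rise and fall between the stages. Of 11636 genes tested, 4867 were lower and 5592 higher at 14 to 17 h than at 2 to 4 h, 89.9% in all, and at least a 2-fold change was seen in 3604 and 4697. Over all genes tested, every late library lay below every early library for 4724 genes and above for 5461. Chance gives 3.57% of the genes tested, counting either direction, and is again a guide and not a test. The alternative with no filter moved the number of higher genes to 6038. With wild-type replicates 1, 2 and 3 alone, 5024 genes were lower and 5536 higher, and with replicates 5 and 6 alone 5144 and 5001. The genes without overlap that fell most were alpha4GT2, the histone copies His2B:CG33902 and His2B:CG33910, which cannot be told apart, and CG43725. The gene alpha4GT2 (FBgn0039378, 3R, 25832230 to 25842878) had 234 ± 62.4 TPM at 2 to 4 h (SD, n = 3) and at most 0.0301 TPM in any late wild-type library. CG12546, CG3734, 825-Oak and CG18493 rose most, the last 3 of which had fractional counts in 13 libraries each. CG12546 (FBgn0037178, 3L, 22693324 to 22693812) had 4392 ± 416 TPM at 14 to 17 h (SD, n = 5) and less than 1 count in each early library.

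Of the genes picked by rule for the stages, 7 of 8 overlap another gene and were listed at 0 in 1 of the stages. Kr, Cdc6, Obp73a and bnk were listed at 0 in every late library, and CG2962, TwdlY and LamC at 0 in every early one. Kr (FBgn0001325, 2R, 25226611 to 25231394) had a mean of 197 CPM at 2 to 4 h, while the overlapping CG9380 had 22.6 at 2 to 4 h and 706 at 14 to 17 h. Cdc6 had 246 CPM early, and Zasp66, whose span overlaps it, had 5.95 early and 552 late. LamC had 705 CPM late, while ttv had 100 late and 130 early. The listed values show a large difference between the stages for these genes, but a zero does not exclude reads assigned to the neighbour.

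**Figure D4:**
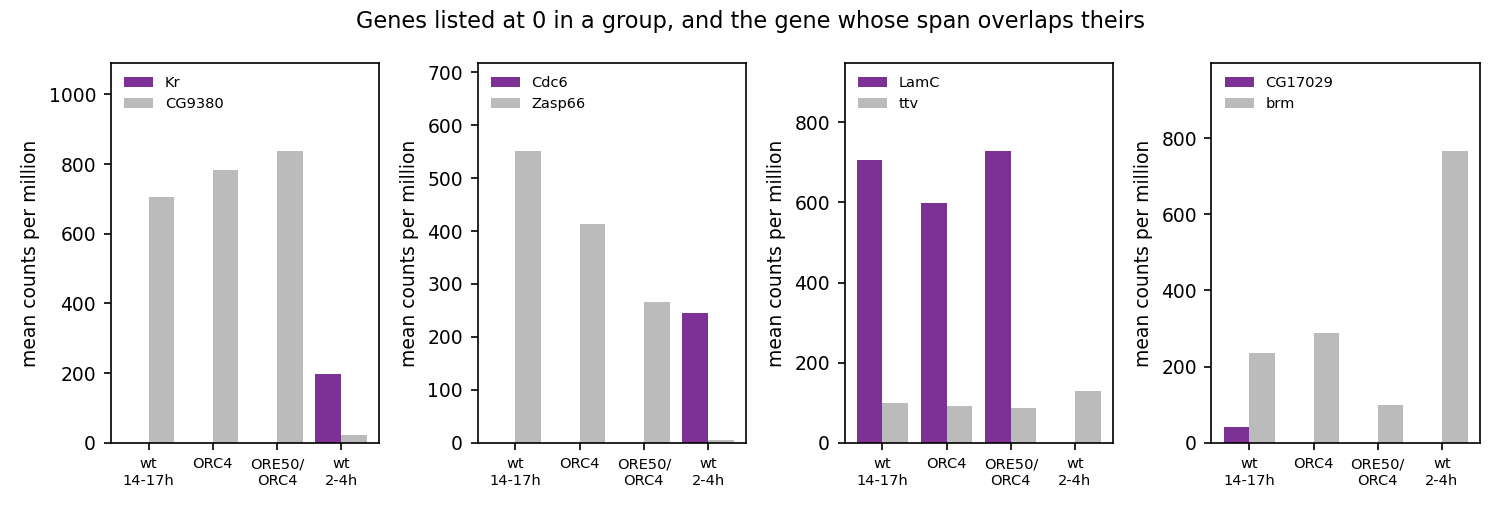
Mean CPM (y axis) by group (x axis) of a gene listed at 0 in at least 1 group (purple) and of the gene whose span overlaps it (grey); bars are means without error bars. Kr and Cdc6 are listed at 0 in the groups at 14 to 17 h, LamC at 0 at 2 to 4 h, and CG17029 at 0 in all groups but late wild type.

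The last comparison asked whether genes changed in both mutants are genes that change between the stages. Of the 1418 genes lower in both mutants, 1167 (82.3%) were higher at 14 to 17 h than at 2 to 4 h in wild type, against 45.1% of the 9776 other genes. The odds ratio was 5.66 (95% interval 4.90 to 6.55, two-sided Fisher exact test, p = 1.01e-161, adjusted over 12 tests 1.22e-160). Of the 992 genes higher in both mutants that were tested in both fits, 315 (31.8%) were lower at 14 to 17 h, against 40.7% of the others. That odds ratio was 0.677 (95% interval 0.587 to 0.780, Fisher exact test, p = 2.92e-08, adjusted 3.89e-08). Genes are not independent replicates, so these p-values describe the lists. The 2-fold minimum moved the first ratio most, to 8.64. The late wild-type libraries enter both sides of this comparison. With disjoint libraries the ratios were 5.03 and 0.717 in one arrangement and 4.93 and 0.648 in the other. Disjoint libraries do not remove the level of a gene in late wild type, on which both calls depend. The other genes were not matched for that level, so a part of the ratios may come from it. With the replicate number as a block they were 5.49 and 0.691 (same-numbered libraries, mean r 0.165 and 0.143), and without it, over the same libraries, 5.17 and 0.729. Genes higher in ORC4 but not in ORE50/ORC4 differed from those higher in both. Of these, 514 of 674 (76.3%) were lower at 14 to 17 h than at 2 to 4 h, with an odds ratio of 5.33 (95% interval 4.43 to 6.43). Genes lower in ORE50/ORC4 but not in ORC4 were lower at 14 to 17 h in 913 of 1669 cases (54.7%), with an odds ratio of 2.03 (95% interval 1.82 to 2.25). Both of these sets include genes called higher in ORC4 and lower in ORE50/ORC4, so they share members.

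**Figure D5:**
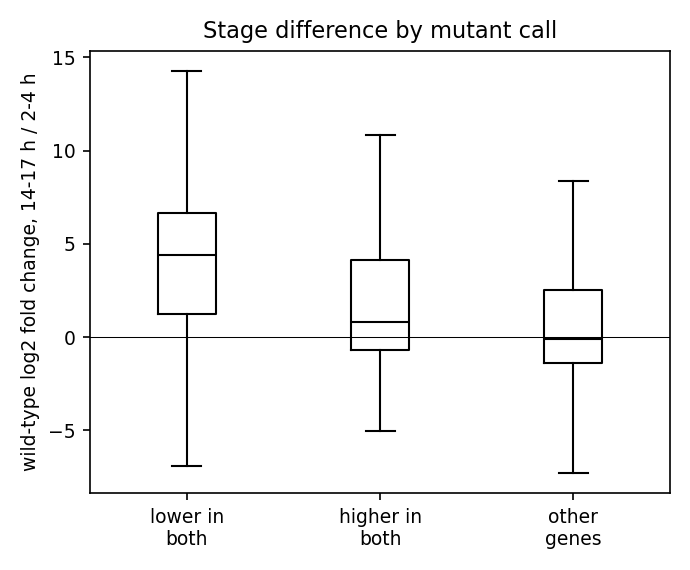
Log2 fold change of wild type at 14 to 17 h against 2 to 4 h (y axis) for genes lower in both mutants, higher in both mutants, and other genes tested (x axis); boxes give the quartiles and median, and whiskers reach the last value within 1.5 times the box height. The medians are 4.39 for genes lower in both and 0.84 for genes higher in both.

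Chymotrypsin-like Jonah genes form a family among the genes falling most, and 12 of the 14 tested were lower in both mutants. That number was the same with TMM, RLE, DESeq2, limma on TPM and the depth covariate. Summed over the family, late wild type had 1625 to 5015 TPM, ORC4 341 to 702, and ORE50/ORC4 386 to 454. The early libraries lay below all of these. Of the 11 trypsin genes tested, 9 were lower in both mutants with TMM, RLE and DESeq2, 8 with limma on TPM and 6 with the depth covariate. These families hold near-identical copies, so single members are uncertain. They were chosen after the values were seen.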

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

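The test of wild-type replicate 2 against the early stage was chosen after the result was seen; the other tests in this part were fixed before their results. Within groups of 4 or 5 libraries, a library was singled out where its gap to the nearest other library took up more of the group's range than Dixon's 95% critical value. This happened in 12 of 103 groups examined, where chance gives 5.15.

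Wild-type replicate 2 at 14 to 17 h stood above the other wild-type libraries for CG42329 (gap over range 0.8798; 1.77 TPM against 0.0645 to 0.269), CG43725 (1.0; 2.50 TPM against 0) and alpha4GT2 (1.0; 0.0301 TPM, 4.00 counts, against 0). Both CG43725 and alpha4GT2 are genes of the early stage. CG42329 is not: it held 0 counts in all 3 early libraries, so RNA from 2 to 4 h embryos would not raise it. A candidate explanation for CG43725 and alpha4GT2 is that this collection held embryos at an earlier point of development. Genes at least 16-fold lower at the late stage were chosen from a fit without each library in turn, and that library's median log2 deviation from the other 4 was taken. Replicate 2 deviated by 0.78 over its 495 falling genes, and the other 4 libraries by -0.15 to 0.00. Over genes that rise it deviated by -0.06, the lowest of the 5, but replicate 5 was close at -0.05. A fixed share of RNA from 2 to 4 h embryos would scale both genes alike, yet early means of 234 TPM for alpha4GT2 and 580 TPM for CG43725 came with 0.0301 and 2.50 TPM. The same holds for reads carried over from an early library. Reads from a mutant library, in the share that CG42329 would need (6.32 to 37.9 TPM in the mutants), would have brought in polyph and mthl8, which are at 0 in replicate 2. Neither source alone accounts for all 3 genes, and the origin stays open. Without this library, ORC4 had 1871 lower and 1546 higher genes than wild type.

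In ORC4, replicate 2 was above the others for CG32512 (0.9041; 12.5 TPM against 4.79 to 5.53) and CR32011 (1.0; 0.160 TPM against 0), and replicate 4 for polyph (0.953; 50.6 TPM against 33.3 to 34.1). CG32512 overlaps bves, so its reads can be assigned to either gene. All 4 ORC4 values of polyph lie above the 0 of wild type, so this spread does not bear on its direction. In wild type at 14 to 17 h, replicate 6 was above the others for CG12896 (0.731; 108 TPM against 37.2 to 56.3), replicate 5 for CG32266 (1.0; 4.87 TPM against 0), replicate 3 for CG42656 (0.7337; 163 TPM against 117 to 129) and replicate 1 for Nplp4 (0.7577; 208 TPM against 20.7 to 65.9). CG32266 and CG42656 overlap other genes, and CG12896 has fractional counts. For these single values no explanation, technical or biological, was tested.

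In ORE50/ORC4, replicate 2 was above the others for the heat shock genes Hsp70Bbb (0.9214; 105 TPM against 14.3 to 21.4) and Hsp70Bc (0.9631; 91.5 TPM against 14.0 to 16.8). The copies share reads, so these are hardly separate observations. Without this library the log2 fold change of Hsp70Bc against ORC4 fell from 3.01 to 1.96, and the call was lost (edgeR adjusted p = 0.143). It was 2.60, 2.61 and 3.09 without ORC4 replicate 1, 2 or 3. The call was lost there too (edgeR adjusted p = 0.0533, 0.0580 and 0.0583), so its loss is not specific to this library. No cause was tested.

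ORE50/ORC4 and ORC4 differed directly in 4263 genes. Since depth class and genotype coincide, a difference in depth and a difference in sequencing series were tested. Thinning all libraries to the smallest total gave 3841 genes, so unequal totals alone do not account for the number. A covariate for the depth class gave 3513 genes, of which 2794 were among the 4263 with the same direction. That covariate can only remove what late wild type shows: its shallow libraries had 276 lower and 920 higher genes than its deep ones, of 11298, and 52 of these were called the same way between the mutants. The Spearman correlation across genes of the fold change with the gene span was -0.165 between the mutants. Against wild type it was -0.123 for ORE50/ORC4 and 0.0227 for ORC4. These trends are weak, but no calls were made with length accounted for, so the part of length in them stays open. Genes lower in ORE50/ORC4 than in ORC4 fell between the stages with an odds ratio of 3.22 (Fisher exact test, p = 8.14e-119), and genes higher in it rose with 1.27 (p = 4.74e-07). This is consistent with ORC4 embryos lying at an earlier point of development than ORE50/ORC4 embryos, for at least part of the difference; genes are not independent, so the p-values describe the lists. Of the 8 splits of the mutant libraries that part as many same-numbered pairs, 1 gave as many genes, the real one. A share of 1 in 8 cannot fall under 0.05. Over all 35 splits the largest other count was 953. A difference in developmental timing thus cannot be told apart from the genotype for part of the genes. It does not account for all of them by the 2 stages measured. CR32011 had a mean of 0.0401 TPM in ORC4, below both 18.2 TPM in early and 6.16 TPM in late wild type. The gene w was at 0 in ORC4 against 1.10 and 7.88 TPM, although the assignments of both genes are uncertain. A difference between the stocks was not tested for either gene, so these values do not point to Lola-I.

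The lola gene was lower in ORE50/ORC4 than in ORC4 by a log2 fold change of -0.59. With all overlapping genes added the change was -0.63 (edgeR adjusted p = 0.00318). These genes held 35.8 CPM in ORC4 and 0 in ORE50/ORC4, so adding them could not have made the difference smaller, and the sum does not settle whether reads moved between lola and pre-lola-G. With the depth covariate the change was -0.89 (edgeR adjusted p = 0.00406), so that covariate did not remove it. Because lola falls between the stages in wild type (log2 fold change -1.26), embryos further along in ORE50/ORC4 remain a possible explanation, as do the second allele and the assignment of reads; the data do not separate these.

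Genes called lower in ORC4 and higher in ORE50/ORC4 than in wild type numbered 74, and genes with the opposite pattern 204. These were found through calls in both contrasts against the same wild-type libraries. Explanations of these genes apart from the difference between the mutants as a whole were not tested.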

How the results depend on the processing

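Counts of called genes kept within 1.5 times the values above under RLE scaling, DESeq2, no filter, a filter at a mean of 10 counts, fits with other groups, nuclear genes alone, thinning and the depth covariate. The last 3, genes without overlap, and the unblocked fit of the block libraries were chosen after seeing the data. Over 386 values of the main comparisons and their alternatives, 345 kept their direction and side of the threshold or stayed within that range; 5 were weaker, 1 reversed and 35 moved. The odds ratios stayed between 4.83 and 8.64 for genes lower in both mutants, and between 0.545 and 0.776 for genes higher in both, with p at most 0.00192 over the 19 alternatives that leave out no single replicate.

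A stricter threshold lowers counts by construction. With an adjusted p under 0.01, ORC4 had 1257 lower and 855 higher genes than wild type, ORE50/ORC4 had 1265 lower and 1229 higher than ORC4, 599 genes were higher in both mutants, and lola in ORE50/ORC4 (-0.42) was no longer called. With a 2-fold minimum, ORC4 had 752 lower and 411 higher, ORE50/ORC4 had 1325 lower and 600 higher than wild type and 797 lower and 184 higher than ORC4, both mutants shared 644 lower and 295 higher, and lola (-0.42) was again not called. Lower genes then made up 64.7%, 68.8% and 81.2% of the calls in these comparisons, against 52.7% for ORC4, an even split for ORE50/ORC4 and 46.7% between the mutants.

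Scaling by TPM changed the balance of directions. Between the mutants RLE scaling and DESeq2 also turned it, from 46.7% of the calls lower to 52.4% and 51.8%. ORE50/ORC4 had 846 higher genes than ORC4 with limma on log2(TPM + 1) and 830 with log2(TPM + 0.1). Lower genes made up 76.0% and 76.5% of those calls, and 61.9% of the calls between ORE50/ORC4 and wild type with log2(TPM + 1) (3522 lower and 2164 higher, against 3087 and 3083 with counts). Between ORC4 and wild type it went the other way: lower genes made up 44.8% with log2(TPM + 1) (1571 lower and 1935 higher) and 44.3% with log2(TPM + 0.1) (1517 and 1906), against 52.7% with counts (1966 and 1768). With log2(TPM + 0.1) the median log2 fold change of all genes between the mutants moved from 0.03 to -0.12, so these calls contain that shift. Between the stages the median moved from 0.18 to 0.32 with no filter and to -0.07 with wild-type replicates 5 and 6 alone.

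The choice of wild-type libraries mattered. Against replicates 5 and 6 alone, 1004 genes were higher in ORC4, and the change of lola in ORC4 reversed to -0.0027. Against replicates 1, 2 and 3 alone lola in ORE50/ORC4 (-0.30) was not called. The adjusted p of lola in ORE50/ORC4 ran from 0.00221 to 0.172 over 16 alternatives. With disjoint wild-type libraries both mutants shared 939 lower and 612 higher genes where each was set against its own depth, and 919 and 711 where against the other depth. With the same reduced wild-type libraries for both mutants in fits of 2 groups, chosen after seeing the data, they shared 1096 and 723 (replicates 1, 2 and 3) and 973 and 843 (replicates 5 and 6), so fewer control libraries do not account for the whole drop.

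With the replicate number as a block, ORE50/ORC4 had 1225 higher genes than ORC4 (1812 lower; 1605 and 1910 unblocked over the same libraries), 59.7% of the calls being lower. Same-numbered libraries of these groups had a mean r of 0.0785, and of the stages 0.0474; the block gave 4958 lower and 5448 higher genes between the stages. With the block 654 genes were higher in both mutants and lola in ORE50/ORC4 (-0.28) was not called. The same libraries unblocked gave 942 lower and 536 higher in both, and -0.28 for lola.

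Of the genes tested at 14 to 17 h, 5835 overlap no other gene, and restricting the fits to such genes lowers the counts by construction: 1092 lower and 936 higher in ORC4, 1652 and 1606 in ORE50/ORC4, 1048 and 1163 between the mutants, 2431 and 2953 between the stages, and 806 and 569 in both mutants. Leaving out 1 replicate at a time, higher genes in ORC4 ran from 1099 to 1897; the other counts stayed within 1.5 times.

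For the named genes, 1166 of 1180 values under alternatives were the same in direction and call and 14 were weaker; with 1 replicate left out, 628 of 632 were the same and 4 weaker. Apart from lola in each mutant against wild type, given above, these changes concern the comparison of the mutants. Hsp70Bc was weaker in 6 alternatives and in 4 of the fits without a replicate, asRNA:CR31144 in 2 alternatives, and lola, pre-lola-G, CG32512, CG17027, CR42530 and Hsp70Bbb in 1 each.

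Depth limits the genes near the floor. In ORE50/ORC4, 3 counts correspond to 0.227 to 0.332 CPM, against 0.104 to 0.110 in ORC4, so a smaller fold can be bounded for genes absent in ORE50/ORC4.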

Other observations

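In this part, the tests of genes absent from a group, of the timing of genes called in both mutants, of photoreceptor genes, of both mutants against the same reduced wild-type libraries and of genes changed at least 8-fold near lola were chosen after the result was seen. The other tests were fixed before their results.

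The numbers of called genes were set against other splits of the same libraries. For ORC4 against wild type, 1 of the 24 splits that part as many same-numbered libraries gave as many genes, the real one, and the largest other count was 1148 against 3734. For ORE50/ORC4 it was also 1 of 24, with 1338 as the largest other count against 6170; among 100 drawn from all 126 splits another reached 3865. For genes called in both mutants, 1 of 100 splits drawn gave as many, and the largest other count was 1 gene. For the stages, 1 of 8 splits gave as many, a share that cannot fall under 0.05, and of all 56 splits it was also 1.

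A total of 447 genes held at most 3 counts in every library of one group and a mean of at least 100 in the other group of a comparison. Reads shared between overlapping genes are a candidate explanation, because the values are estimates over whole gene spans. Such genes overlapped another gene more often than the other genes tested (55.3% against 48.2%, odds ratio 1.33, Fisher exact test, p = 0.00324). For the 284 such cases with an overlap, summing the counts of the overlapping genes brought 114 (40.1%) under a 2-fold change, and the median absolute log2 change fell from 7.14 to 1.45. Movement of reads between neighbours alone is thus not enough for the others. A sum under 2-fold also arises where an abundant neighbour is unchanged, so the 114 cases do not show that reads moved; the summed neighbours changed in the opposite direction in 120 of the 284. Between a mutant and wild type the sum came under 2-fold in 35 of 49 cases (71.4%), with the neighbours changed in the opposite direction in 21, so for those genes shared reads cannot be told apart from a real change. Of 70 such genes between a mutant and wild type, 36 overlap no other gene, and among them are polyph, mthl8, CG3473 and retinin. A strain difference, such as a deletion or an insertion carried by the mutant or the wild-type stock, could produce such a pattern as well as the loss of Lola-I could. The 36 genes cannot be told apart on this point, because no sibling control of the mutant stocks was analysed here.

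Linked variants were tested by position. Genes within 2 Mb of lola were called in both mutants at about the rate of genes elsewhere (24.4% against 21.7%, odds ratio 1.16, Fisher exact test, p = 0.175), and genes on chromosome 2 at the rate of other chromosomes (odds ratio 0.983, p = 0.726). For each mutant alone, the odds ratio within 2 Mb of lola was 1.40 in ORE50/ORC4 (Fisher exact test, p = 0.000438) and 1.09 in ORC4 (p = 0.398). Of 221 genes changed at least 8-fold in the same direction in both mutants, 20 lie within 2 Mb of lola (Fisher exact test, odds ratio 2.33, 95% interval 1.38 to 3.74, p = 0.00106). Of these, 15 are lower and 5 higher. The lower ones include a tandem cluster of trypsin genes (epsilonTry, betaTry, gammaTry, deltaTry, CG30031 and CG30025, from 11345237 to 11356128 on 2R), so they are not independent. Of the 5 higher genes, Obp46a (10311172), CG12896 (10426880) and polyph (10903570) lie closest to lola (10481894 to 10543291). For the 58 higher genes alone the odds ratio was 2.17 and not past the threshold (Fisher exact test, p = 0.0949). A hypothesis is that some of these differences belong to the chromosome on which the lola mutation sits and not to the loss of Lola-I. It could be checked in embryos of the unmutated parental chromosome.

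The agreement between the mutants was weighed against depth and shared reads. Thinned to the smallest total, the libraries gave 2178 genes called in both, against 2496. Overlapping genes were called in both at 0.872 times the rate of the others, so they were not over-represented among these calls. That rate cannot show whether some of their calls arose from shared reads, so a part of the number may still come from overlaps. Each mutant against the wild-type libraries of its own series gave 1551 genes and against those of the other series 1630. Both are lower than 2496. With the same reduced wild-type libraries for both mutants and a fit of 2 groups for each, 1819 genes were called in both against replicates 1, 2 and 3 and 1816 against replicates 5 and 6. The loss of replicates therefore does not account for the whole drop, and more genes were called in both where the mutants shared their wild-type libraries. Libraries of a mutant's own series gave no more genes than those of the other, but mutant genotype and series coincide, so an effect of the series on the agreement cannot be told apart.

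Genes lower in both mutants are mostly genes that rise between the stages, which a delay of development could produce without any direct effect of Lola-I. A delay would also raise genes that fall between the stages. Genes higher in both mutants did the opposite, with an odds ratio of 0.677 to fall. By the 2 stages measured, a delay shared by both mutants therefore does not account for the higher genes as a set. It could still raise the 315 of 992 (31.8%) that were lower at 14 to 17 h, or genes that peak between the stages. A delay cannot be excluded for those or for the lower genes, since a wild-type series between 4 and 14 h was not analysed here. Genes higher in ORC4 but not in ORE50/ORC4 did mostly fall between the stages (odds ratio 5.33).

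Genes near the floor in the mutants and present in late wild type include retinin, a lens protein gene, and digestive enzyme genes of the Jonah family. RNA from adult flies in the wild-type collections would be a technical source. It was tested with marker lists as the difference of mean log2(summed TPM + 0.1), wild type at 14 to 17 h minus mutants, by exact two-sided permutation over 1287 splits. Photoreceptor and lens genes other than retinin differed by 0.073 (exact permutation p = 0.529), male accessory gland genes by 1.09 (p = 0.0971), yolk protein genes by -0.68 (p = 0.000777, adjusted over 4 lists 0.00311) and chorion genes by -0.74 (p = 0.0637). The summed TPM of accessory gland genes was 0.376 ± 0.492 in wild type (SD, n = 5) and 0.0683 ± 0.103 in the mutants (SD, n = 8). Yolk protein genes were higher in the mutants, at 3.66 ± 0.626 TPM (SD, n = 8) against 2.26 ± 0.531 (SD, n = 5). Adult RNA would raise these lists in wild type. For photoreceptor, yolk protein and chorion genes no such excess was seen, and for accessory gland genes it did not pass the threshold. Failure of late expression in the mutants, a delay, and the strain difference left open above for genes such as retinin remain as hypotheses for these genes.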
